A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

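Genomic DNA from the tails of 8 C57BL/6J/Nrs mice of 1 non-irradiated family (dose 0 Gy) was measured by array comparative genomic hybridization (array CGH), in which the DNA of a mouse and reference DNA carry different dyes and compete for the same probes. The family had a sire, a dam and 6 offspring, numbered 1 to 6 as in the labels. Each mouse was hybridized against DNA of the same reference male on 2 arrays with the dyes swapped, which gave 16 arrays. A dye-swap pair was counted as 1 replicate, so the groups were 1 sire, 1 dam and 6 offspring. The arrays belonged to the study's second screening, whose probes lie densely around positions picked in a first screening. The arrays of the first screening, the quantitative PCR and every other family were not analysed here.

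Per the file headers, the images were extracted with Feature Extraction 10.7.1.1, which subtracted background, removed spatial trends and scaled the dyes linearly, with no lowess step. The processed signals in the deposited scanner files are intensity values per spot and dye. The deposited log ratio per spot is log10 of Cy5 over Cy3. The deposited value table of the series holds log2 ratios of reference over mouse on every array, a direction that was read from the X and Y probes of the dam. That table had 1108 missing values, and its centring was not stated. Probe positions were used as the headers give them, on mouse build mm9. Since a genome or annotation of that build was not used here, regions were given by position without gene names.

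Log2 ratios were computed from the processed signals and turned to mouse over reference. Spots marked as outliers by the extraction software were left out, replicate spots of a probe were averaged, and each array was centred on the median of its autosomal probes. Of 170158 spots per array, 163595 were not controls, and they represented 159494 probes. These included 159443 autosomal probes, 48 X probes and 3 Y probes. The median distance between starts of neighbouring autosomal probes was 89 bp. The noise of an array was taken as the derivative log ratio spread, the SD of differences between neighbouring probes scaled to a single probe. A probe was called dim when it was not well above background in at least one channel on at least one array, which held for 1220 autosomal probes. The number of arrays limits the precision of every value.

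An autosomal probe was called positive when its log2 ratio passed 0.5 in the same direction on both arrays of a pair, which is the limit of the study's second screening. Unlike in the study, it was applied to every probe, because the probes positive in the first screening were not used here. A positive region held at least 2 positive probes of one direction, each within 3 probes and 10 kb of the next. A de novo candidate region was a positive region of an offspring in which neither parent had a positive probe of that direction. Regions that shared a probe between mice were merged into family loci, and a locus was called segregating when at least 1 parent and 1 to 5 of the 6 offspring were positive. Counts were compared between offspring and parents by exact permutation tests over the 28 ways to choose 2 of the 8 mice as parents. The smallest p-value of these tests is 0.0357, and Benjamini-Hochberg adjustment covered the 3 tests.

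Each probe was also tested with limma 3.58.1 on the mean of each pair, once against the reference over all 8 mice and once for offspring minus parents. Benjamini-Hochberg adjustment covered 158880 autosomal probes with values in every mouse. A probe was called at an adjusted p-value under 0.05, with a mean past 0.5 as a further condition in the comparison with the reference. The reference was a single mouse, so its own variation was not measured. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with statmod 1.5.0 were used for all other steps.

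The calls were tested on simulated data. In each offspring, 100 changes per size were added to values of the autosomal probes, at sites away from probes positive in any mouse. A change counted as recovered when at least 1 region of its direction was called in it, even if it was divided. The de novo rule was not applied. A shift of -1, the size of losing 1 of 2 copies, was recovered in 97.2% of changes of 2 probes and in 100% of changes of 5, 10 and 50 probes. A shift of 0.58, the size of 1 added copy, was recovered in 21.2% of changes of 2 probes, 61.7% of 5, 87.8% of 10 and 100% of 50. With the order of the probes shuffled, the region rule gave 0 to 7 regions per mouse. In simulations of 159443 probes with 200 shifted by -1, limma recovered 100% in the comparison with the reference, with 0 false calls. For offspring minus parents it recovered 97%, with 11 false calls among 205. The noise was drawn independently for each mouse and probe. The real mice shared part of their profile, with a correlation of 0.76 between offspring 1 and 2, so these rates need not hold for the real arrays.

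The comparisons, tests, thresholds and the rule for naming regions were set before the data were examined. Up to 5 de novo candidate regions, 5 segregating loci and 5 loci positive in all 8 mice were to be named, ranked by the number of positive probes and then by the size of the mean log2 ratio. The rule also named the 2 probes with the smallest adjusted p-value for offspring minus parents. The alternatives tried were no centring, normexp background correction with an offset of 50, loess within each array, the deposited value table, marked spots kept and dim probes left out. Normexp was applied to median signals, and mean signals were not used here. Others were a threshold of 0.8, the mean of the pair in place of both arrays, at least 3 or 5 probes, adjacent probes, a gap of 2 kb, a de novo rule on distance from the parents, slide as a random block, no limit on the mean, and each mouse left out in turn. Scan day as a fixed block was added after the data were seen. So were segments, defined as runs of 5 or more probes whose running median over 11 probes of the pair's mean passed 0.35, and other ratios for probe noise and sex-linked probes. The sexes of the offspring are not in the labels and were not assigned.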

Results

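The second-screening arrays of 1 non-irradiated family were examined for differences in copy number between each mouse and a reference male, and between parents and offspring. The study used such families as controls for the progeny of irradiated sires. The family comprised a sire, a dam and 6 offspring, each measured on a dye-swap pair of arrays. The 16 arrays lay on 4 slides of 4 arrays, each slide holding both arrays of 2 mice. Sire and dam shared a slide, as did offspring 1 and 2, offspring 3 and 4, and offspring 5 and 6. The slides of the parents and of offspring 1 and 2 were scanned on one day, and the other slides on another day. Slide and parenthood could therefore not be separated in full.

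The median processed signal lay between 990 and 1035 in the green channel and between 978 and 1032 in the red channel. The ratio of signal to noise lay between 89.8 and 129 in green and between 84.7 and 145 in red. No array had a saturated spot, and 108 to 417 spots per array were marked as outliers. The derivative log ratio spread averaged 0.169 ± 0.0232 (SD, n = 16 arrays). It was highest in offspring 4 with the mouse in Cy5, at 0.22, and lowest in offspring 6 with the mouse in Cy3, at 0.13. The alternative that moved this average most remained within its SD. No pair of arrays held identical values. Across autosomal probes, which are not independent replicates, the arrays of a pair correlated between -0.49 in offspring 6 and 0.07 in offspring 1. The correlation was negative in 6 of the 8 mice.

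The sex-linked probes of the parents checked the labels and the direction of the ratio against the male reference. The median log2 ratio of the X probes was -0.01 in the sire and 0.97 in the dam. For the Y probes it was 0.01 in the sire and -3.86 in the dam. Normexp background correction, which adds an offset of 50 and was run on median signals, changed the Y value of the dam to -0.63. Which of these steps caused the change was not tested. In offspring 1, 2, 3, 5 and 6 the X medians lay between -0.03 and 0.03, and the Y medians between -0.26 and 0.02. In offspring 4 the X median was 0.92 and the Y median was -3.56. Each value is the mean of 2 arrays, and the 3 Y probes limit its precision.

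**Figure D1:**
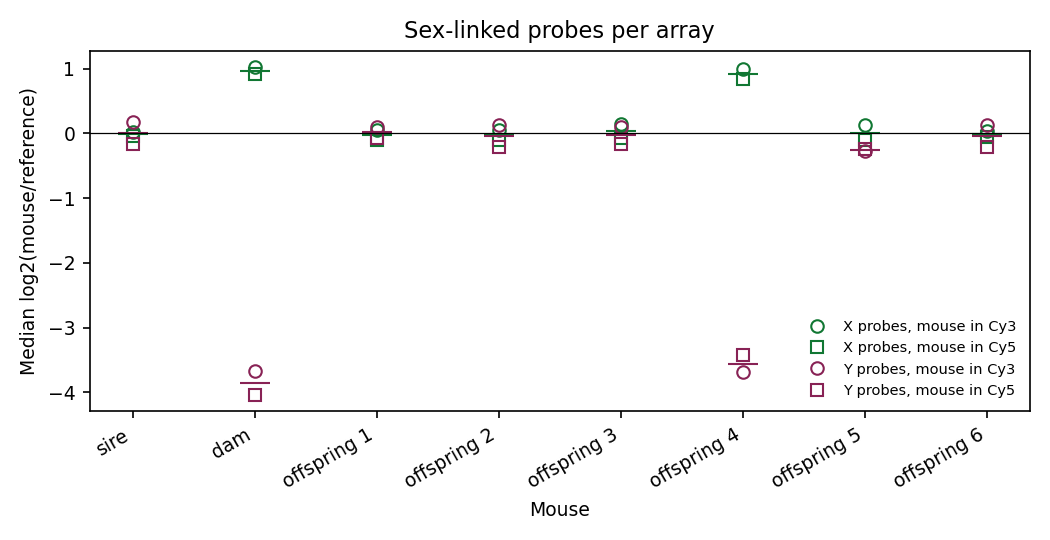
Median log2 ratio (mouse over reference) of the 48 X probes and the 3 Y probes for each mouse. Points are the arrays of a dye-swap pair and bars are their mean, which for the X probes was 0.97 in the dam, 0.92 in offspring 4 and between -0.03 and 0.03 in the other mice.

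The number of positive probes per mouse addressed how many autosomal positions differed from the reference. It was 374 in the sire and 540 in the dam, and from 183 in offspring 6 to 916 in offspring 4. The 6 offspring had 384 ± 280 positive probes (SD, n = 6) and the 2 parents 457 ± 117 (SD, n = 2). The difference of -72.8 was smaller than the spread between offspring (exact two-sided permutation test, p = 0.75, adjusted p = 0.893). Within the first scan day, offspring 1 and 2 averaged 384.5 positive probes, a difference of -72.5 from the parents. The second scan day held offspring alone and gave no such value. The mean over the 8 mice was 402 positive probes. The threshold of 0.8 lowered it most, to 55.2, and requiring the mean of the pair in place of both arrays raised it most, to 978. Without the dam, the difference between offspring and parents changed sign to 10.2. Without offspring 4 it was -179.2, beyond the SD of 113 of the other 5 offspring (exact two-sided permutation test, p = 0.143). As a background, between 80 and 407 probes per mouse passed 0.5 in opposite directions on the 2 arrays of the pair. In offspring 3, 264 such probes exceeded its 202 positive probes.

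Positive regions numbered 57 in the sire, 77 in the dam, and 27, 77, 33, 78, 29 and 29 in offspring 1 to 6. Losses were similar among mice, at 25 to 38 regions, while gains ranged from 0 in offspring 5 and 6 to 47 in the dam. A region is not a separate event, because the rule divided longer stretches, described below as blocks. The 9 loss loci positive in all 8 mice lay in a block on chromosome 10. The 20 gain loci shared by the sire and offspring 2 lay in a block on chromosome 4. The tests below count such pieces separately. The offspring averaged 45.5 ± 24.9 regions (SD, n = 6) and the parents 67 ± 14.1 (SD, n = 2). The difference of -21.5 was smaller than the spread between offspring (exact two-sided permutation test, p = 0.429, adjusted p = 0.893). Within the first scan day it was -15. Without offspring 4 it was -28, beyond the SD of 21.4 of the other 5 offspring, and without offspring 2 it was -27.8, beyond an SD of 21.8 (exact two-sided permutation tests, p = 0.143 for each). Requiring 0.8 moved the mean most, from 50.9 to 0.5 regions per mouse. The median length of a region lay between 159.5 and 605 bp, and the longest regions covered 22719 bp.

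**Figure D2:**
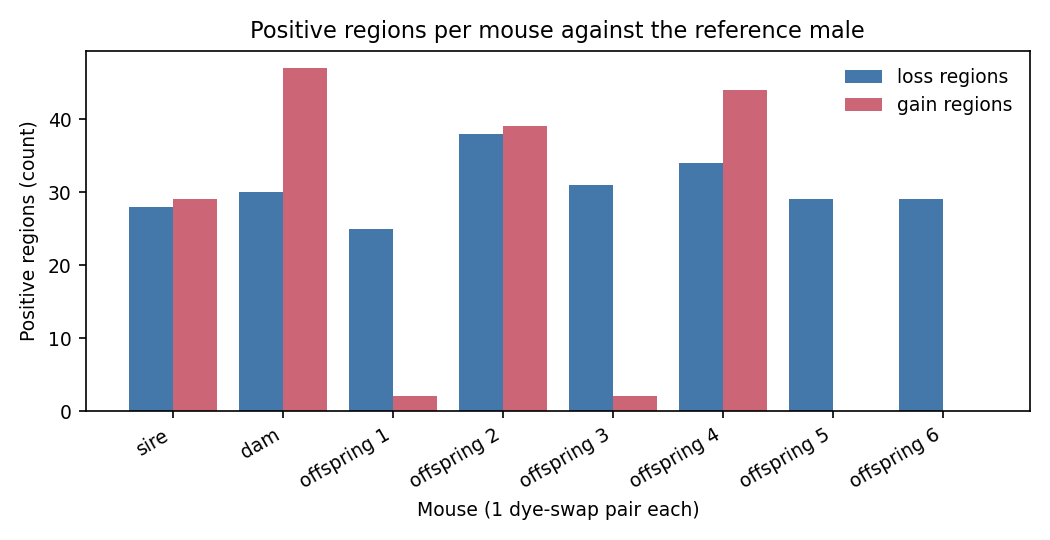
Number of positive regions (count) in each mouse, with losses and gains as separate bars. Pieces of a longer block count as separate regions. Loss counts lay between 25 and 38, whereas gain counts were 29 in the sire, 47 in the dam, 39 in offspring 2, 44 in offspring 4 and at most 2 in the other offspring.

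De novo candidate regions addressed which offspring had changes that both parents lacked. There were 76, of which 26 were losses and 50 were gains. Offspring 4 carried 47 of them, 6 losses and 41 gains, while offspring 1, 2, 3, 5 and 6 carried 6, 13, 4, 4 and 2. The same count was made for each of the 28 choices of 2 mice as parents, and it ranged from 53 to 182 with a median of 121.5. Of these, 25 choices gave at least 76 (exact one-sided permutation test, p = 0.893, adjusted p = 0.893). This test could hardly show an excess in the offspring and does not exclude one. Any other choice could count regions of a real parent as de novo, while inheritance lowers the count for the real parents. As called, 56 gain loci were positive in parents alone, some of them pieces of a longer gain described below. Requiring at least 5 probes left 0 regions, the threshold of 0.8 left 2, and passing by the mean of the pair gave 191. Without offspring 4 the count was 29, and without the sire it was 123.

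**Figure D3:**
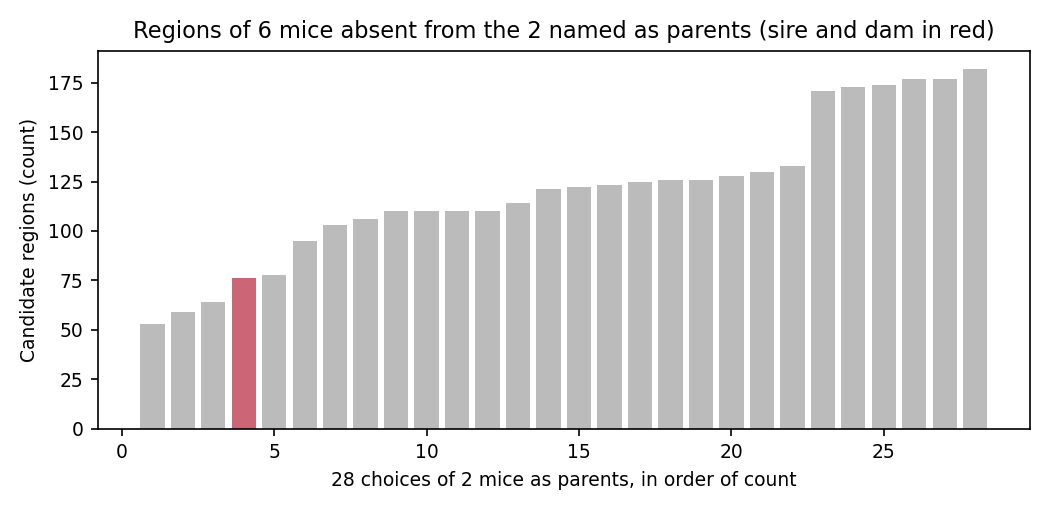
Number of de novo candidate regions (count) when each of the 28 choices of 2 of the 8 mice stands for the parents, in increasing order. The real parents gave 76, within a range of 53 to 182.

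Most de novo candidates were short. Of the 76 regions, 72 had 2 positive probes, the largest had 3, and 8 contained a dim probe. Their median length was 126 bp. The median size of the offspring's mean log2 ratio was 0.71, against 0.34 in the nearer parent, and the median gap between them was 0.42. In 54 regions the nearer parent passed 0.25 in the same direction, and in 35 the offspring lay at least 0.5 beyond both parents.

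Of the candidates, 5 are given with mm9 positions and with the SD over their positive probes. Offspring 4 had a loss at chromosome 14, 53758776 to 53759064, with 3 positive probes and a mean log2 ratio of -0.75 ± 0.07. Sire and dam had -0.49 and -0.52 there, the other offspring lay between -0.63 and -0.44, and the region was not called with normexp. All 6 offspring were positive in the family locus around it, so the loss was not particular to offspring 4. Offspring 4 also had a gain at chromosome 10, 98336829 to 98336951, with 3 probes at 0.70 ± 0.12, against 0.16 in the sire and 0.34 in the dam. Offspring 5 had a loss at chromosome 14, 53714727 to 53714854, with 3 probes at -0.60 ± 0.06, against -0.46 and -0.47 in the parents. Offspring 2 was also positive at this locus, and the offspring other than 5 lay between -0.56 and -0.42. It was not called from the deposited value table. Offspring 2 had a gain at chromosome 4, 101112581 to 101113006, with 3 probes at 0.59 ± 0.05. The sire had 0.50 there, the dam had -0.02, and the region was not called with normexp or from the deposited value table. The last was a gain of offspring 4 at chromosome 15, 12670842 to 12670917, with 2 probes at 1.60 ± 0.05. Sire and dam had 0.51 and 0.41 there, and the other offspring lay between 0.16 and 0.79. Offspring 1, 2 and 3 were positive at this locus as well.

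Merged over the family, the regions formed 172 loci, 34 losses and 138 gains. Of these, 134 were positive in 1 mouse, 56 gains were positive in parents alone, and 9 losses were positive in all 8 mice. Some of the 56 were loci of the sire on chromosome 4 where offspring 2 was raised without a call. At 101132325 to 101133042, for example, the sire had 0.58 and offspring 2 had 0.36. Segregating loci addressed which changes of a parent appeared in part of the offspring. There were 22, of which 20 were gains shared by the sire and offspring 2 between 101114176 and 101270967 on chromosome 4. The others were a loss shared by the dam and offspring 4 on chromosome 3 and a loss of the sire, the dam and offspring 2 on chromosome 14, 53715610 to 53716097. At the last, all 8 mice lay between -0.65 and -0.50, close to the limit for a positive probe, so the calls did not separate carriers from the other mice. The threshold of 0.8 left 1 segregating locus. Without offspring 2 there was 1, and without the sire there were 2.

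The largest segregating locus, at chromosome 3, 25416456 to 25439174, had 100 positive probes. Its mean log2 ratio was -1.93 in the dam and -1.92 in offspring 4. The next were gains of the sire and offspring 2 on chromosome 4. At 101143556 to 101145301, with 14 probes, the sire had 0.58 and offspring 2 had 0.69. At 101145625 to 101147765, with 12 probes, they had 0.60 and 0.70. At 101270061 to 101270967 and at 101162909 to 101164224, with 9 probes each, the sire had 0.57 and offspring 2 had 0.67 and 0.63.

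Stretches in which segments of like ratio followed one another were taken as blocks, a choice made after the values were seen. The chromosome 3 block had 103 probes, with a mean of -1.88 ± 0.60 (SD over probes) in the dam and -1.87 ± 0.64 in offspring 4, and between -0.01 and 0.02 in the other mice. The chromosome 4 block covered 161574 bp from 101109394 to 101270967 with 588 probes. Its mean was 0.51 ± 0.11 in the sire and 0.47 ± 0.18 in offspring 2, and between -0.02 and 0.01 in the other mice. In the sire 24.5% of its probes were positive, so that the region rule divided it. The de novo candidate of offspring 2 on chromosome 4 lay inside this block. The chromosome 10 block, at 33894660 to 33934959 with 362 probes, had a mean between -0.58 and -0.55 in all 8 mice. It held the named loci common to all 8 mice, at 33902103 to 33910668 (79 probes), 33924674 to 33931289 (53), 33896219 to 33901973 (47), 33920397 to 33924465 (38) and 33913923 to 33920376 (25). Their means over the 8 mice lay between -0.60 and -0.57. The chromosome 14 block, at 53584078 to 54381478 with 1025 probes, had a mean between -0.26 and -0.23 in all 8 mice. It contained both named de novo losses on that chromosome. Of the 76 de novo candidate regions, 16 losses lay in the chromosome 14 block, 3 losses in the chromosome 10 block and 5 gains of offspring 2 in the chromosome 4 block. The other 52 regions, 7 losses and 45 gains, lay outside the blocks.

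**Figure D4:**
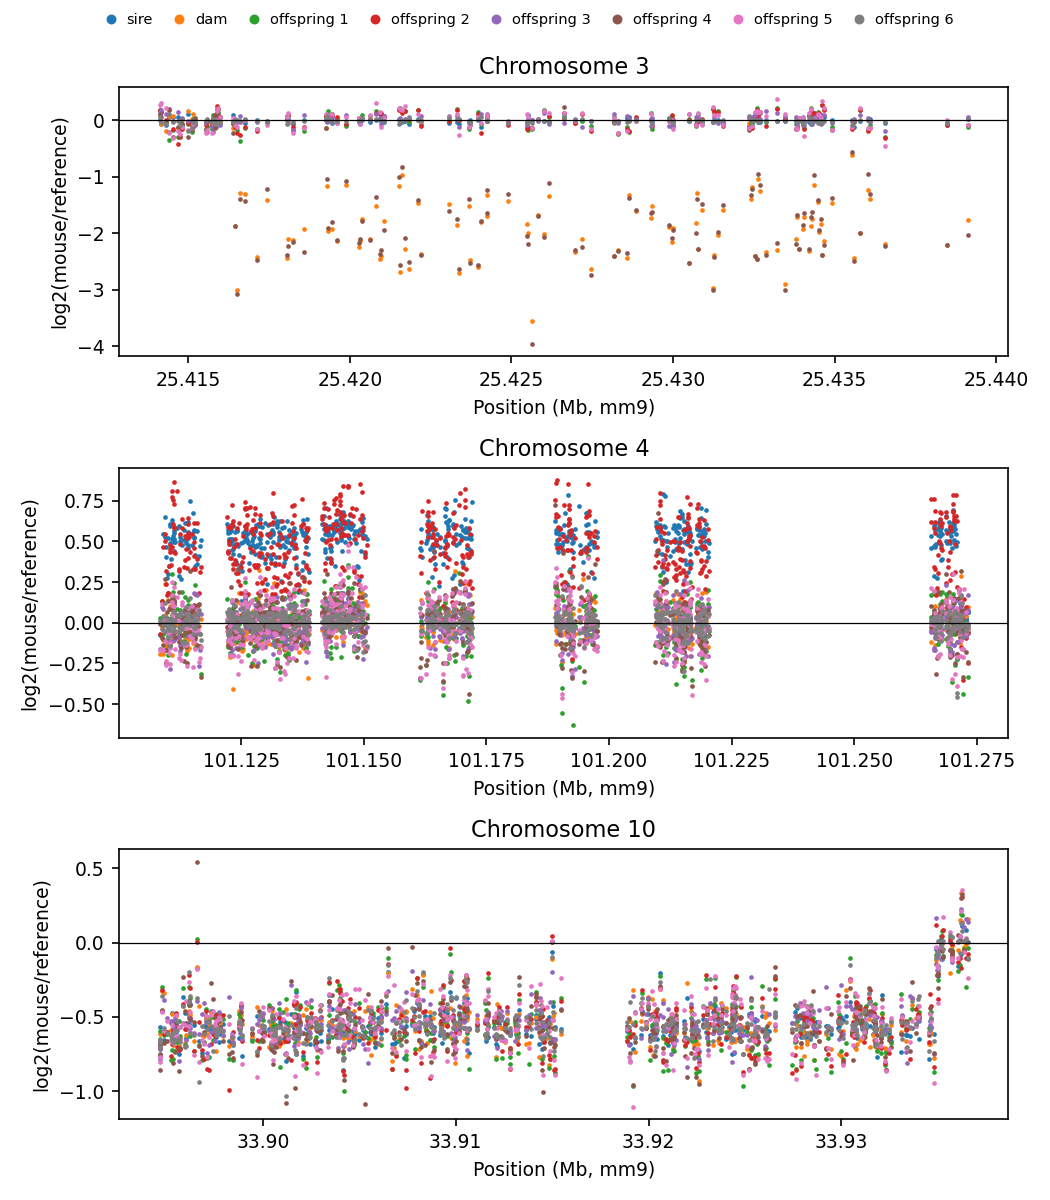
Log2 ratio (mouse over reference, mean of the dye-swap pair) of each probe against its mm9 position in Mb, for the blocks on chromosomes 3, 4 and 10, with 1 colour per mouse. The dam and offspring 4 lay near -1.88 on chromosome 3, the sire and offspring 2 near 0.51 and 0.47 on chromosome 4, and all 8 mice near -0.56 on chromosome 10.

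The comparison with the reference asked which probes the whole family shared. With limma, 367 probes passed, 34 higher and 333 lower in the family than in the reference. Dropping the limit on the mean moved this count most, to 13141. Leaving out any 1 mouse gave 349 to 375.

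The comparison of offspring with parents was made for all probes at once with limma. It gave 71 probes, 2 higher and 69 lower in the offspring, against 13378 at an unadjusted p-value under 0.05. At these probes the mean log2 ratio was 0.38 in the sire, 0.49 in the dam and -0.07 in the offspring. They formed 62 sites on 17 chromosomes. The count depended on the alternative: it was 1 after loess, 6 with scan day as a fixed block, 138 with normexp and 147 with slide as a random block. It was 1 without the dam and 243 without the sire. The probe with the smallest adjusted p-value was A_67_P06006483 at chromosome 6, 102033444 to 102033503, with a difference of -0.80 ± 0.06 (SE, limma, adjusted p = 0.00231). The sire had 0.65 and the dam 0.73, and all 6 offspring lay lower, between -0.17 and -0.03. It did not pass without the dam. The next was A_67_P04558089 at chromosome 2, 70084763 to 70084819, with a difference of -1.15 ± 0.08 (SE, limma, adjusted p = 0.00231). The sire had 1.22 and the dam 0.88 there, and all 6 offspring lay lower, between -0.17 and 0.00. That probe was dim on at least 1 array, with a mean log2 signal of 5.57 against a median of 9.98 over all probes, and it passed neither with normexp nor after loess.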

Values the study reported

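The study called probes positive in its first screening past a log2 ratio of 0.8 on both dye-swap arrays, and used 0.5 in adjacent probes. After quantitative PCR it listed 11 deletions and 3 duplications arising de novo among the F1 mice of non-irradiated sires, in a list that left out mice with 4 or more such changes. Of 156 such mice, 11 (7.1%) carried at least one de novo deletion, against 29 of 142 (20.4%) in the irradiated group. These are counts over all families and of changes tested by quantitative PCR. The labels of this family carry the letter L. No non-irradiated mouse with that letter appears in the study's lists of de novo changes found by quantitative PCR. It was not checked that labels and lists use the same letters. In the study, some smaller candidates that had passed both screenings did not pass quantitative PCR.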

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

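Apart from the test of an intensity trend behind the gain calls of offspring 4, the tests in this part were chosen only after the results were seen. Each result below is an offspring that stood apart from the other 5 by Dixon's criterion. Of 15 measures examined in the 6 offspring, 6 met it. Chance alone gives about 1 in 20, but that rate cannot be set against these 6. Several measures describe the same mouse, and the blocks on chromosomes 3 and 4 were defined after offspring 4 and offspring 2 were seen to stand apart there.

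Offspring 4 had 590 gain probes, against 213 in the next offspring, and 47 de novo candidate regions, against 13. Random noise of its arrays alone would give losses and gains alike, but its private loci comprised 43 gains and 6 losses. A trend of the ratio with signal intensity was argued against by loess, after which 36 of its 44 gain regions still shared a probe with a gain region. A gain of DNA in offspring 4 alone and a ratio that the whole family shares at these probes cannot be told apart. The other 7 mice had a mean log2 ratio of 0.17 at the gain probes, and the highest of 1000 random draws of as many probes gave 0.0064. The probes were chosen for a high ratio in offspring 4, however, so a raised mean elsewhere may come from that choice. At 11 of the 43 private gain loci, each of the other 7 mice lay below 0.25. The probes were also weaker than others, with 7.80% dim probes against 0.765% of all autosomal probes, and the second array of offspring 4 had the highest spread of the 16 arrays. The labels give no condition that sets this mouse apart, so no biological explanation was tested. Without offspring 4, the family had 29 de novo candidate regions in place of 76.

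Offspring 4 also had X probes at 0.92 and Y probes at -3.56, whereas the nearest other offspring had 0.03 and -0.26. Both arrays gave this, with X medians of 0.9996 and 0.84 and Y medians of -3.69 and -3.43. A fault of the slide was argued against by offspring 3 on the same slide, with an X median of 0.0336. A trend with signal intensity was argued against by loess, which left the X median of offspring 4 at 0.95 and its Y median at -3.49. The dam had similar values, at 0.97 and -3.86, unlike the sire, at -0.01 and 0.01. A difference of sex between the offspring is left as an open explanation. Their sexes are not in the labels, and none was assigned from these values.

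The chromosome 3 block was at -1.87 in offspring 4, while the nearest other offspring was at -0.01. The dam had -1.88. Probe by probe, the values of the dam ran from -3.55 to 0.02 and those of offspring 4 from -3.96 to 0.24, with a correlation of 0.98 over 103 probes, which are not independent. A deletion on chromosome 3 in the dam, with equal copies on both chromosomes of the sire, was argued against. Offspring 4 would take a full copy from the sire and lie no lower than -1, but it lay at -1.87. A candidate explanation is that copies matching these probes go with the Y chromosome. In all 8 mice, the block and the Y probes were either both below -1 or both above it, and any 1 mouse out of line would have spoken against this. A null copy carried by the dam, the sire and the reference would also leave the other 5 offspring near 0, where the lowest was at -0.0063. These explanations cannot be told apart in this family, because the other offspring would match the reference under either. The nearest probe beyond the upper end of the block started at 25887240, so that end was not located.

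The chromosome 4 block was at 0.47 in offspring 2, against 0.01 in the nearest other offspring, and the sire had 0.51. The slide was argued against by the other mouse on each of the slides, of which the higher had -0.0027. A trend with signal intensity was argued against by loess, which left offspring 2 at 0.46. A duplicated segment passed from the sire to offspring 2 is consistent with these values as a hypothesis, since it was found and tested on the same data. A gain of 1 copy would have a log2 ratio of 0.58, and the block lay below that in both mice. The region rule, which asks for 0.5 on both arrays, divided the block into separate loci, 20 of them shared by both mice, and called 5 regions inside it de novo in offspring 2. Without offspring 2, the family had 1 segregating locus in place of 22.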

How the results depend on the processing

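Segments by running median, scan day as a fixed block, and the alternatives for probe noise and for sex-linked probes were chosen only after the results were seen. Of 110 alternatives that kept all mice, 83 left the result unchanged and 27 moved it. Of 64 that left out a mouse, 51 left it unchanged, 12 moved it and 1 reversed it. A count was taken as unchanged within 1.5 times its value, and probe noise or a sex-linked ratio within its spread. The difference between offspring and parents was taken as unchanged whenever it kept its sign, whatever its size. For positive probes, -13.7 at a threshold of 0.8 in place of -72.8 counted as unchanged. For positive regions, so did -5 with at least 5 probes in place of -21.5. The tallies therefore say nothing about how stable the size of that difference was. Probe noise moved under none of its alternatives. Unless stated otherwise below, the cause of a change was not tested.

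Positive probes per mouse averaged 402 and became 264.5 with normexp, 55.2 at a threshold of 0.8 and 978 when the mean of the pair had to pass. A stricter or looser criterion changes the last pair of values by its construction. The difference between offspring and parents ranged from -179.2 without offspring 4 to 10.2 without the dam. The dam had more positive probes than the sire, and offspring 4 had the most of the 8 mice. No centring, the deposited value table, loess, marked spots kept and dim probes left out changed neither result beyond the stated limits.

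Positive regions per mouse averaged 50.9 and became 0.5 at 0.8, 27.5 with at least 3 probes, 14.2 with at least 5 and 16.6 as segments. The difference between offspring and parents was 0 at 0.8, and without 1 mouse it ranged from -31.5 to -11.5. De novo candidate regions, 76 in all, became 41 with normexp, 2 at 0.8, 191 by the mean of the pair, 4 with at least 3 probes, 0 with at least 5, 27 as segments and 35 when the offspring had to lie 0.5 beyond each parent. The 27 segments were all losses. Gains formed 65.8% of the 76 and 31.0% of the regions left without offspring 4. Their share was 50% with at least 3 probes, 59.2% by the mean of the pair, 76.1% in the deposited value table, 82.9% with normexp and 85.3% after loess, and both regions at 0.8 were gains. Leaving out 1 mouse gave 29 to 123 de novo candidates, lowest without offspring 4 and highest without the sire. With fewer parents, fewer regions can be excluded as inherited. Over the alternatives that kept all mice, the exact permutation p-values for probes and regions ran from 0.107 to 1. Those for de novo candidates say nothing about stability, because inheritance and the regions of the real parents weigh against an excess in that test. Without a parent there are 7 choices of mice, which cannot give a p-value under 0.05, so those tests say nothing about stability.

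Segregating loci, 22 in all, became 1 at 0.8, 13 with at least 3 probes, 12 with at least 5, 54 with adjacent probes alone and 8 as segments. Leaving out 1 mouse gave 1 to 23. There was 1 without offspring 2 and there were 2 without the sire, because these mice carried the gains on chromosome 4.

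Probes that differed from the reference numbered 367, and 13141 with no limit on the mean. Leaving out 1 mouse gave 349 to 375. Probes that differed between offspring and parents numbered 71 and became 138 with normexp, of which 43 were among the 71. After loess there was 1. With slide as a random block there were 147, including all 71, and the fitted correlation within slides was slightly negative, at -0.045. With scan day as a fixed block there were 6, of which 3 were among the 71. Leaving out 1 mouse gave 1 to 243 probes. There was 1 without the dam, 243 without the sire (37 of them among the 71), 112 without offspring 2, and 2 or 3 without any one of the other offspring. With a single parent left, limma assumes that this mouse varies like the offspring.

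Among the named regions and probes, 99 of 106 alternatives kept the call and 7 lost it, with no change of direction. For the named regions this covers alternative ratios only, not other thresholds or probe counts. Requiring at least 5 probes left 0 de novo candidate regions, and the threshold of 0.8 left 1 segregating locus. The de novo loss of offspring 4 on chromosome 14 was not called with normexp, at -0.55. That of offspring 5 on chromosome 14 was not called from the deposited value table, at -0.61, and the gain of offspring 2 on chromosome 4 was called neither with normexp, at 0.54, nor from that table, at 0.58. The chromosome 2 probe did not pass with normexp, at -0.06, or after loess, at -0.996, and the chromosome 6 probe did not pass without the dam, at -0.76. The named segregating loci and the loci of all 8 mice kept their calls under every alternative ratio.

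The X probes of the dam had 0.97, and 0.88 with normexp. Her Y probes had -3.86, and -0.63 with normexp. The offset of 50 limits how far a weak signal can fall, but its share in this change was not tested. Signal over background limits the Y probes and the dim probes, and leaving out the 1220 dim probes moved none of the counts beyond 1.5 times. No paired analysis was possible because the sire and the dam are single mice and share fewer than 2 replicate numbers with the offspring.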

Other observations

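In this part, the tests of an array surface behind probes with little signal and of an intensity trend behind the shared profile were set beforehand, and the others were chosen only after the results were seen. The definition of little signal was itself changed after a first version, as was the test of probe length, and the surface test was repeated with the new definition.

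The 71 probes that separated offspring from parents were mostly high in both parents, with 69 lower in the offspring. The same model was fitted for each of the 28 choices of 2 mice, and 3 of them gave at least 71 probes, the parents included. The others were the sire with offspring 2, at 438, and the dam with offspring 4, at 149. These other pairs are the ones that share the blocks on chromosomes 4 and 3, so they may not stand for chance choices. The count therefore does not decide whether chance alone gave the 71 probes. The other 25 choices gave 0 probes in limma, with 1910 to 24037 at an unadjusted p-value under 0.05. Dim probes as the source were argued against, since 66 of the 71 were well above background on every array. A trend with signal intensity stays open. After loess the median difference of these probes was -0.48 in place of -0.52, but they were chosen for their difference and only 1 of them still passed limma. The pairs of mice on the other slides gave 0 probes. Both parents shared a slide, so a fault of that slide alone and a difference between generations cannot be told apart. Germline gains in the parents were argued against, because such gains would reach some of the offspring. Each offspring averaged between -0.11 and -0.02 over the 71 probes, although these were chosen for their difference. The only gain loci shared by a parent and an offspring were the 20 of the sire and offspring 2 on chromosome 4.

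In 13 runs of at least 5 adjacent probes, 120 probes in all, the mean log2 signal lay more than 3 below the median of all probes. The longest run had 28 probes, on chromosome 4 from 30872267 to 30874965. Over the runs the median log2 signal was 4.88, against 9.98 for other probes. A fault of the array surface was argued against, because the spots of a run lay a median of 313 spots apart, within the range of 278 to 382 for random spots. Poor single probes scattered at random were argued against, because none of 1000 shuffles gave a run and the data gave 13. Probe length was argued against, because 0.189% of windows of 5 adjacent probes of the length common in the runs had as little signal. Both dyes were low, so the ratio does not tell whether the family and the reference differ there. Sequence absent from the family and the reference alike stays open and was not tested.

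The chromosome 10 block lay at -0.56 on average over the 8 mice. A loss carried on one chromosome by each parent would spread the offspring over classes more than 0.4 apart, and their range was 0.018. A loss of 1 of 2 copies fixed in the family would place the mice near -1, and the lowest was at -0.58. An extra copy in the reference mouse alone is consistent with the mean of -0.56, as a hypothesis. A loss in the family from more than 2 copies would look alike and was not tested. The block began at 33894660, and the nearest probe before it ended at 33811559, so its lower end was not located.

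The chromosome 14 block lay at -0.25 on average. A single step in copy number would give a flat ratio. Bins of 100 kb ranged over 0.20 along this block, whereas bins of 5 kb ranged over 0.05 along the chromosome 10 block, which argued against it. The bins were chosen after the profile was seen. Both named de novo losses on this chromosome lay where the family as a whole was low.

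Across autosomal probes, which are not independent, the mean log2 ratios of offspring 1 and 2 correlated at 0.76, those of offspring 1 and 5 at 0.64, and those of offspring 2 and 5 at 0.62. Every other pair of mice lay between 0.12 and 0.51. The slide was argued against as the whole source, because offspring 1 and 5 lay on different slides and scan days. A trend with signal intensity was argued against by loess, which left offspring 1 and 2 at 0.71. The labels give no condition that these mice share, and no biological explanation was tested.

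The de novo candidate regions counted here were not tested by quantitative PCR, and the regions of 1 family are a different measure from the mice and changes quoted from the study.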
